# Chromatin Signature Identifies Monoallelic Gene Expression Across Mammalian Cell Types

**DOI:** 10.1534/g3.115.018853

**Published:** 2015-06-18

**Authors:** Anwesha Nag, Sébastien Vigneau, Virginia Savova, Lillian M. Zwemer, Alexander A. Gimelbrant

**Keywords:** gene expression, epigenetics, chromatin

## Abstract

Monoallelic expression of autosomal genes (MAE) is a widespread epigenetic phenomenon which is poorly understood, due in part to current limitations of genome-wide approaches for assessing it. Recently, we reported that a specific histone modification signature is strongly associated with MAE and demonstrated that it can serve as a proxy of MAE in human lymphoblastoid cells. Here, we use murine cells to establish that this chromatin signature is conserved between mouse and human and is associated with MAE in multiple cell types. Our analyses reveal extensive conservation in the identity of MAE genes between the two species. By analyzing MAE chromatin signature in a large number of cell and tissue types, we show that it remains consistent during terminal cell differentiation and is predominant among cell-type specific genes, suggesting a link between MAE and specification of cell identity.

A significant fraction of mammalian genes are under control of epigenetic mechanisms that cause their transcription to occur exclusively or predominantly from one allele. In addition to approximately 1000 X-linked genes that are subject to chromosome-wide X inactivation in female cells (Morey and Avner 2011) and approximately 100 known imprinted genes (Morison *et al.* 2005; Kelsey and Bartolomei 2012), up to 15% of human and mouse autosomal genes are subject to mosaic monoallelic expression (MAE) (Savova *et al.* 2013; Eckersley-Maslin and Spector 2014). Genes subject to MAE can be expressed from the maternal allele in one cell and from the paternal allele or from both alleles in a neighboring cell in the same individual (Gimelbrant *et al.* 2007). This allelic expression is mitotically stable in clonal cell lines and independent between loci, enabling vast epigenetic heterogeneity within cell populations. Furthermore, when the two alleles encode different products, MAE can profoundly affect cell function. A better understanding of the role and mechanisms of MAE should thus lead to new insights into the relationship between genotype and phenotype.

We previously showed that genes with gene−body enrichment in both H3K27me3 and H3K36me3 in human lymphoid cells were highly likely to be MAE (Nag *et al.* 2013). Because this chromatin signature does not require polymorphisms or monoclonal cell culture, it bypasses limitations of other approaches relying on direct measurement of allelic expression, and allows the investigation of genome-wide MAE patterns *in vivo*.

Here, we use the chromatin signature approach for comparative analysis of MAE in cells and tissues of distinct embryonic origins. We show that the MAE chromatin signature is conserved in mouse, orthologous genes tend to share propensity for MAE in mouse and human, and the same functions are associated with MAE genes in both species. Comparison of MAE profiles in different mouse cell lineages also suggests that MAE is established in a lineage-specific manner and stably maintained throughout terminal cell differentiation.

## Materials and Methods

### Cell culture

Monoclonal cell lines used in this work have been previously described in (Zwemer *et al.* 2012) and are listed in Supporting Information, Table S1. For simplification we have renamed the lines as S1Cs-A5, Abl.1; S1Cs-A7, Abl.2; S1Cs-F1, Fib.1; S1Cs-F2, Fib.2. Cells were grown at 37° in presence of 5% CO_2_. Abl.1 and Abl.2 lines were cultured in Roswell Park Memorial Institute medium (*i.e.*, RPMI) complemented with 20% fetal bovine serum, 1× penicillin-streptomycin-glutamine (10378-016; Gibco) and 1× GlutaMAX Supplement (35050-061; Gibco). Fib.1 and Fib.2 lines were cultured in Dulbecco’s Modified Eagle Medium complemented with 10% fetal bovine serum, 1× penicillin-streptomycin-glutamine and GlutaMAX Supplement.

### RNA-Seq

PolyA purified RNA was reverse transcribed using random primers to prepare strand-specific Illumina compatible libraries, following methods described in Parkhomchuk *et al.* (2009) and Nag *et al.* (2013). Libraries were sequenced using Illumina Hi-Seq platform (SE50).

A single-nucleotide polymorphism (SNP)-masked reference for 129CASTF1 transcriptome was generated from mm9 mouse genome assembly, using an in-house pipeline implemented in Awk, by removing nontranscribed regions based on GTF annotation and masking SNP loci imputed from parental strain genome. The libraries from Abl.1 and Abl.2 lines yielded 43 million and 28.4 million reads, respectively, whereas the libraries from Fib.1 and Fib.2 lines had 41 million and 61 million reads. 

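The transcript abundance tables that the authors made with RSEM from these libraries hold estimated (expected) read counts per RefSeq transcript. These summed to 25400441 in Abl.1, 9852098 in Abl.2, 62544015 in Fib.1 and 41805809 in Fib.2. The paper's read numbers for the libraries are 43000000, 28400000, 41000000 and 61000000, and all values given here use the deposited tables. A single ribosomal RNA precursor transcript, Rn45s (NR_046233), took 59.8% of the estimated counts in Abl.2, against 2.45% in Abl.1, 3.85% in Fib.1 and 3.65% in Fib.2. The allelic tables count only reads over SNPs, and their totals were 869847 reads in Abl.1, 207026 in Abl.2, 1431442 in Fib.1 and 1280418 in Fib.2. The median gene had 40 allelic reads in Abl.1, 9 in Abl.2, 55 in Fib.1 and 53 in Fib.2. With 3 reads taken as the smallest number that shows an allele, the median gene could thus show the weaker allele down to a share of 7.5% in Abl.1, 33.3% in Abl.2, 5.45% in Fib.1 and 5.66% in Fib.2. Each clone was sequenced as a single library, so the values of a clone have no replicate and the intervals given for them cover counting error only.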

All reads were mapped against the SNP-masked reference using Bowtie 2, with default parameters. To counteract disparities in duplication rate and potential allele-specific artifacts, only unique reads were used. Mapped read counts for the maternal and paternal allele of each SNP were obtained using Samtools (Li *et al.* 2009) and custom Perl scripts. Allelic bias was statistically identified from the resulting SNP allelic counts with in-house Matlab analysis pipeline (Nag *et al.* 2013). 

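In the deposited allelic tables each gene has, for each SNP, the read count of both alleles, and the allelic bias is the share of reads from the first allele counted, summed over the SNPs of the gene. The methods name a maternal and a paternal count, while the tables do not name their order, so the alleles are called first and second here. The equivalence column takes a positive value in exactly the genes whose bias, extended on both sides by 1 over the square root of the gene's reads, stays between 0.33 and 0.67. This rule gave the deposited equivalence value in all 11464 genes of Abl.1, 10708 of Abl.2, 13179 of Fib.1 and 12684 of Fib.2. For monoallelic expression, a two-sided exact binomial test against a bias of 0.5 was computed for each gene, adjusted by the Benjamini-Hochberg method within each clone, and a gene was called MAE at an adjusted p-value (q) under 0.05 and a bias of at least 0.67 toward either allele. The depth at which each call becomes possible differs. The MAE genes had at least 8 allelic reads in Abl.1, Fib.1 and Fib.2 and at least 10 in Abl.2, whereas the BAE genes had at least 36 reads in every clone.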

Briefly, false-discovery rate corrected binomial p-value lower than 0.05, together with 2:1 bias, were considered evidence for monoallelic expression, whereas a positive equivalence test was evidence for biallelic expression. Results from allelic expression bias analysis are presented in Table S3.

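Recomputed from the SNP counts, 1343 genes were MAE and 2881 BAE in Abl.1, 585 MAE and 482 BAE in Abl.2, 1510 MAE and 4007 BAE in Fib.1, and 1878 MAE and 3208 BAE in Fib.2. The calls deposited by the authors hold 1345, 592, 1528 and 1903 MAE genes, respectively. Of these, 1342, 584, 1509 and 1877 were also MAE in the recomputed calls, and 1 gene per clone was MAE only in the recomputed calls. The BAE status was the same for every gene of the 4 clones. The part of Table S3 used here lists 1039 genes with a bias in Abl.1, 782 in Abl.2, 935 in Fib.1 and 907 in Fib.2, and its bias, MAE and BAE entries were identical to the deposited tables for all of them. The MAE genes were split between the alleles as 652 toward the first and 691 toward the second in Abl.1, 157 and 428 in Abl.2, 906 and 604 in Fib.1, and 937 and 941 in Fib.2. Requiring a bias of at least 0.8 was among the choices that lowered these counts, to 767 MAE genes in Abl.1, 729 in Fib.1 and 654 in Fib.2. The largest change came from using only the SNP with the most reads of each gene, which left 363 MAE and 22 BAE genes in Abl.1.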

### ChIP-Seq

Chromatin immunoprecipitation sequencing (ChIP-Seq) on clonal cell line Abl.1 was performed as described previously (Bernstein *et al.* 2006; Mikkelsen *et al.* 2007; Nag *et al.* 2013). In summary, cells were fixed with 1% formaldehyde for 5 min at 37°. Fragmentation was performed using Covaris sonicator. An aliquot of sheared chromatin was saved as input control. Immunoprecipitation was performed with Anti-H3K27me3 antibody (ABE44; Millipore, Billerica, MA) and anti-H3K36me3 antibody (AB9050; Abcam, Cambridge, MA and UK), using Protein-A Sepharose beads. ChIP-Seq libraries were prepared using NEBNext ChIP-Seq library prep reagent set for Illumina (NEB E6200S) following manufacturer’s instructions. Barcoded libraries were sequenced using Illumina HiSeq platform (SE50).

The H3K27me3, H3K36me3 and input control reads were mapped to the mm9 genome using Bowtie 2 with default parameters (Langmead and Salzberg 2012). Library sizes were of 32, 46, and 57 million unique reads, respectively, with alignment rate of 92% in each case. Duplicate reads were removed in accordance with standard practice for ChIP-Seq data (Carroll *et al.* 2014).

### MaGIC

To calculate gene-body signal for H3K27me3 and H3K37me3, files listed in Table S1 were first converted to wig format by the use of a combination of custom Perl script, the bigWigToBedGraph utility from UCSC (http://hgdownload.cse.ucsc.edu/admin/exe/linux.x86_64/) (Kent *et al.* 2010), Samtools (Li *et al.* 2009), and the rsem-bam2wig program (Li and Dewey 2011). Gene-body signal was calculated, for each mark and the corresponding input, by summing signal over the length of the longest transcript for each autosomal gene. Signals for H3K27me3 and H3K36me3 were normalized to input signal, or to the transcript length if input was not available. Signal from various replicates was averaged when necessary. After discarding transcripts with no input signal, quantile rank was calculated for each normalized signal, using average rank in case of tie.

The alternating decision tree classifier was trained on the human GM12878 dataset using the same training set for allelic expression and using Weka 3.7.3 (Hall *et al.* 2009) with the same settings (neutral classifier) as described previously (Nag *et al.* 2013). The only notable differences were that we used an updated version of the GM12878 dataset that includes three instead of two replicates (Table S1) and, more importantly, that we trained the classifier on the quantile rank instead of the base 2 logarithm of normalized gene-body signal. As expected with an alternating decision tree classifier, genes predicted as MAE in GM12878 showed only minor changes compared to our previous study, consistent with the use of slightly different ChIP-Seq datasets. To note, in this context, the use of quantile rank is equivalent to quantile normalization, but without requiring a reference dataset. Consequently, the newly trained classifier can be readily applied to other datasets with gene−body signal expressed as quantile-rank, even when absolute values are on different scales due to experimental or data processing differences, as illustrated on Figure S1.

As part of the Monoallelic Gene Inference from Chromatin (MaGIC) procedure, after applying the classifier to a new dataset, we filtered out genes shorter than 2.5 kb, for which chromatin signature was not reliable, and low expressed genes, using median expression as the threshold (Figure S2). For gene length, we used the length of the longest transcript in mm9 or mm8 genome assembly, depending on which assembly had been used for the alignment (Table S2). To calculate relative transcript abundance and estimate the median expression, we integrated transcript signal over the length of the longest transcript for each gene and normalized to transcript length by using the same pipeline as for H3K27me3 and H3K36me3 gene-body signal. 

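The abundance tables of Abl.1 and Fib.1 list 31055 transcripts of 23366 genes, and those of Abl.2 and Fib.2 list 23302 transcripts, each entered as its own gene. FPKM was therefore summed over the transcripts of a gene in Abl.1 and Fib.1 and taken as deposited in Abl.2 and Fib.2. The median over all genes was an FPKM of 0.77 in Abl.1, 0.35 in Abl.2, 0.965 in Fib.1 and 0.98 in Fib.2. FPKM was above 0 for 15917 genes in Abl.1, and over those genes alone the median was 6.78. The filter for Abl.1 used here is an FPKM above the median over all genes. Only 33 of the genes assessable by allelic counts in Abl.1 were at or below it, and all 33 were MAE.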

Alternatively, for clone Abl.1, we used FPKM values calculated using Rsem software as a measure of transcript abundance (Li and Dewey 2011). Expression rank was used instead of RPKM values because the biological meaning of the RPKM measure can vary between cell types (Mortazavi *et al.* 2008). To put it in the context of our previous analysis, in the human GM12878 cells, median expression corresponded to RPKM≈1 (Nag *et al.* 2013).

For subsequent analysis, we only kept datasets that passed a simple test to ensure minimal dynamic range of ChIP-Seq enrichment (Figure S3). Using median H3K27me3 and H3K36me3 enrichment as the threshold, we divided genes in four groups on the basis of the relative enrichment of these two marks (low H3K27me3 and high H3K36me3, high H3K27me3 and low H3K36me3, low H3K27me3 and low H3K36me3, and high H3K27me3 and high H3K36me3). We then asked that the number of genes in the first two groups is at least 50% greater than the number of genes in the two remaining groups. Datasets matching this criteria show a distribution of genes that appears visually similar to that in the human lymphoblastoid cells used to train the classifier.

### Comparison of monoallelically expressed genes between mouse and human

MAE genes were identified from mouse CD43^−^ B cells and human peripheral blood mononuclear cells datasets using the MaGIC pipeline (Table S1, Table S2, and Table S4). Orthologous mouse and human genes were determined using the HomoloGene database (Sayers *et al.* 2011). In this database, some genes in one species are mapped to multiple genes in the other species. For consistency and simplicity, only genes that had a single ortholog in each species were considered. Hypergeometric distribution was calculated with the online tool http://www.geneprof.org/GeneProf/tools/hypergeometric.jsp and used to assess the conservation of MAE as detailed in the main text. The list of conserved MAE genes uncovered by this analysis is shown in Table S5.

### GO analysis

Gene Ontology (GO) analysis was performed using GeneTrail (http://genetrail.bioinf.uni-sb.de/index.php) (Backes *et al.* 2007). Over-/underrepresentation analysis of GO categories was performed using only manually curated GO annotations. For a category to qualify as being significant, a minimum of 3 genes from that category had to be in the test dataset. The test dataset included genes predicted to be MAE and the background dataset included both genes predicted to be MAE and BAE. For each of these analyses, false-discovery rate (Benjamini and Hochberg) adjustment was performed (Benjamini and Hochberg 1995). Full analysis is reported in Table S6.

### Comparison of monoallelic expression profiles and clustering

To compare MAE profiles across tissues, Gower distance was computed using the Vegan package in R (Dixon 2003), based on the subset of genes that were expressed in both samples. Hierarchical clustering was performed using the “hstat” function from the R statistics package (RCoreTeam 2014), with the “average” (UPGMA) method.

### Correction for classifier accuracy

To correct for imperfect accuracy when inferring the number of MAE genes in a given number of samples (Figure S5B), we first computed for each gene, using simple combinatorial probability, the probability to be MAE in any number of samples given the number of samples where it was predicted to be MAE and the MAE prediction accuracy. We used a MAE prediction accuracy of 0.73, as calculated for the Abl.1 clone. We then summed, for each possible number of samples, the probability to be MAE of all genes. Each sum gives an estimate of the number of genes that are MAE in a particular number of samples; if it was smaller than 1, we considered that no gene was MAE.

## Results

### Chromatin signature in mouse primary cells identifies genes subject to MAE

To assess whether the H3K27me3/H3K36me3 gene-body chromatin signature is correlated with MAE in mouse, we compared results from a ChIP-Seq analysis (the “chromatin signature”) and a traditional analysis of allelic expression bias in clonal cell lines. We performed ChIP-Seq and RNA-Seq in a mouse B-lymphoid clonal cell line derived from 129S1/SvImJ × CAST/EiJ F1 mice, and immortalized with Abelson murine leukemia virus (clone Abl.1). 

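The RNA-Seq data behind the allelic calls come from polyA RNA of clone Abl.1, sequenced as a single strand-specific library. Abelson murine leukemia virus transforms precursors of B cells, and a line grown from 1 transformed cell keeps the allelic choices of that cell, so that a gene expressed from 1 allele in the founder shows it in the bulk RNA. The authors mapped the reads with Bowtie 2 to a transcriptome derived from mm9 in which the SNPs between 129S1 and CAST were masked, kept unique reads, and counted the reads of each allele at each SNP. Their allelic table for Abl.1 covers 11464 genes on the 19 autosomes, with 869847 allelic reads in all, of which 49.3% came from the first allele. X-linked genes were not analysed here. Gene expression was taken from the deposited RSEM table, in FPKM. From these tables the binomial test, its adjustment and the equivalence rule were recomputed for each gene, and the length and expression filters of MaGIC were applied. The positions of the 15059 genes in the allelic tables of all clones were compared with the GENCODE vM1 annotation of the same assembly (NCBIM37, the source of mm9). By symbol, 14014 of them were found there, and 14010 of these overlapped on the same chromosome and strand. Xist, the noncoding RNA of the inactive X chromosome (X, 100655714 to 100678556, minus strand, lincRNA), had an FPKM of 245 in Abl.1, 146 in Abl.2, 106 in Fib.1 and 220.0 in Fib.2. The value of Abl.2 is lowered by Rn45s, which took 59.8% of the estimated counts there. The ChIP-Seq data of Abl.1 were not analysed here.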

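In the allelic table of Abl.1, reads covered 111634 SNPs in 11464 genes. The median gene had 7 SNPs with reads (quartiles 3 and 13), and 1409 genes had a single one. The median number of reads per gene, summed over its SNPs, was 40, the highest was 1106, and 5776 genes had at least 40 reads. The fibroblast clones had a similar number of SNPs per gene, with 136386 SNPs in 13179 genes of Fib.1 and 130262 in 12684 genes of Fib.2, again with a median of 7. In Abl.2, where the depth was lowest, 71423 SNPs had reads, with a median of 4 per gene, and 2336 of 10708 genes had a single one.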

The high density of SNPs between the two parental genomes allows for high-resolution allele-specific expression analysis (see the section *Materials and Methods*). Importantly, because of Abl.1’s monoclonal composition, this analysis provides an upper-bound estimate of how accurate is the correspondence between MAE called by chromatin signature and by allelic expression bias.

The classifier, trained on human datasets from our previous study, was applied to ChIP-Seq data as described (Nag *et al.* 2013), with several improvements to data processing and filtering (see the section *Materials and Methods*). We refer to the whole analytic pipeline consisting of the human-trained classifier and subsequent filters as the aforementioned Monoallelic Gene Inference from Chromatin (MaGIC).

In Abl.1 clone, 4077 genes were assessable as either MAE or BAE by the use of both chromatin signature and allelic expression data. 

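By allelic counts alone, 4224 genes of Abl.1 were assessable, 1343 as MAE and 2881 as BAE, and the remaining 7240 genes were indeterminate, of which 5163 had fewer than 40 allelic reads. With the filters of MaGIC on gene length (at least 2.5 kb from start to end in mm9) and expression (FPKM above the median of 0.77), 4128 genes were left, of which 1275 were MAE and 2853 BAE. The MAE share of these was 30.9% (95% Wilson interval 29.5 to 32.3%). The filter on length removed 63 assessable genes and the filter on expression 33. Without the filter on expression 4161 genes remained, without the filter on length 4191, and with the median taken over genes with an FPKM above 0, 3437. The median number of allelic reads was 56 for the MAE genes and 139 for the BAE genes, and 510 of the MAE genes but only 15 of the BAE genes had fewer than 40 reads. With at least 40 reads required, the assessable genes that passed both filters numbered 3675. The count fell furthest, to 368, when each gene was represented by its SNP with the most reads. Part of the 1343 MAE genes, counted before the filters, lay together. Chromosome 11 held 217 of them, 184 toward the second allele, with a median bias of 0.419 over its genes with at least 20 reads. Chromosome 7 held 170, of which 125 were toward the first allele, with a median bias of 0.52.

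**Figure D1:**
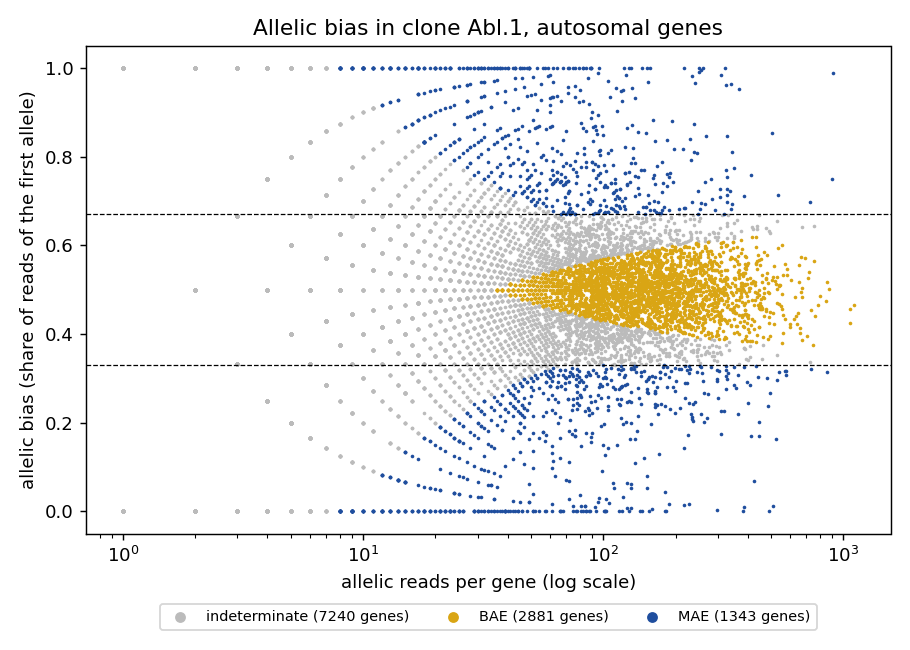
Allelic bias (share of reads from the first allele) against allelic reads per gene on a log scale in clone Abl.1, each point an autosomal gene, colored as MAE (blue, 1343 genes), BAE (gold, 2881) or indeterminate (gray, 7240). The dashed lines mark the 0.67 bias toward either allele; MAE calls begin at 8 reads and BAE calls at 36.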

Of 492 genes classified as MAE with MaGIC, 73% were confirmed as true positive by RNA-Seq analysis, whereas of the remaining 3585 genes classified as BAE, 75% were confirmed as true negative [Figure 1A, Table S2, and Table S3; Fisher exact *P* < 2.2E-16; odds ratio (OR) = 8.2]. We conclude that the H3K27me3/H3K36me3 gene body chromatin signature is an informative proxy of monoallelic expression in mouse clonal B lymphoid cells and the MaGIC pipeline is up to 73% accurate for inferring MAE.

**Figure 1:**
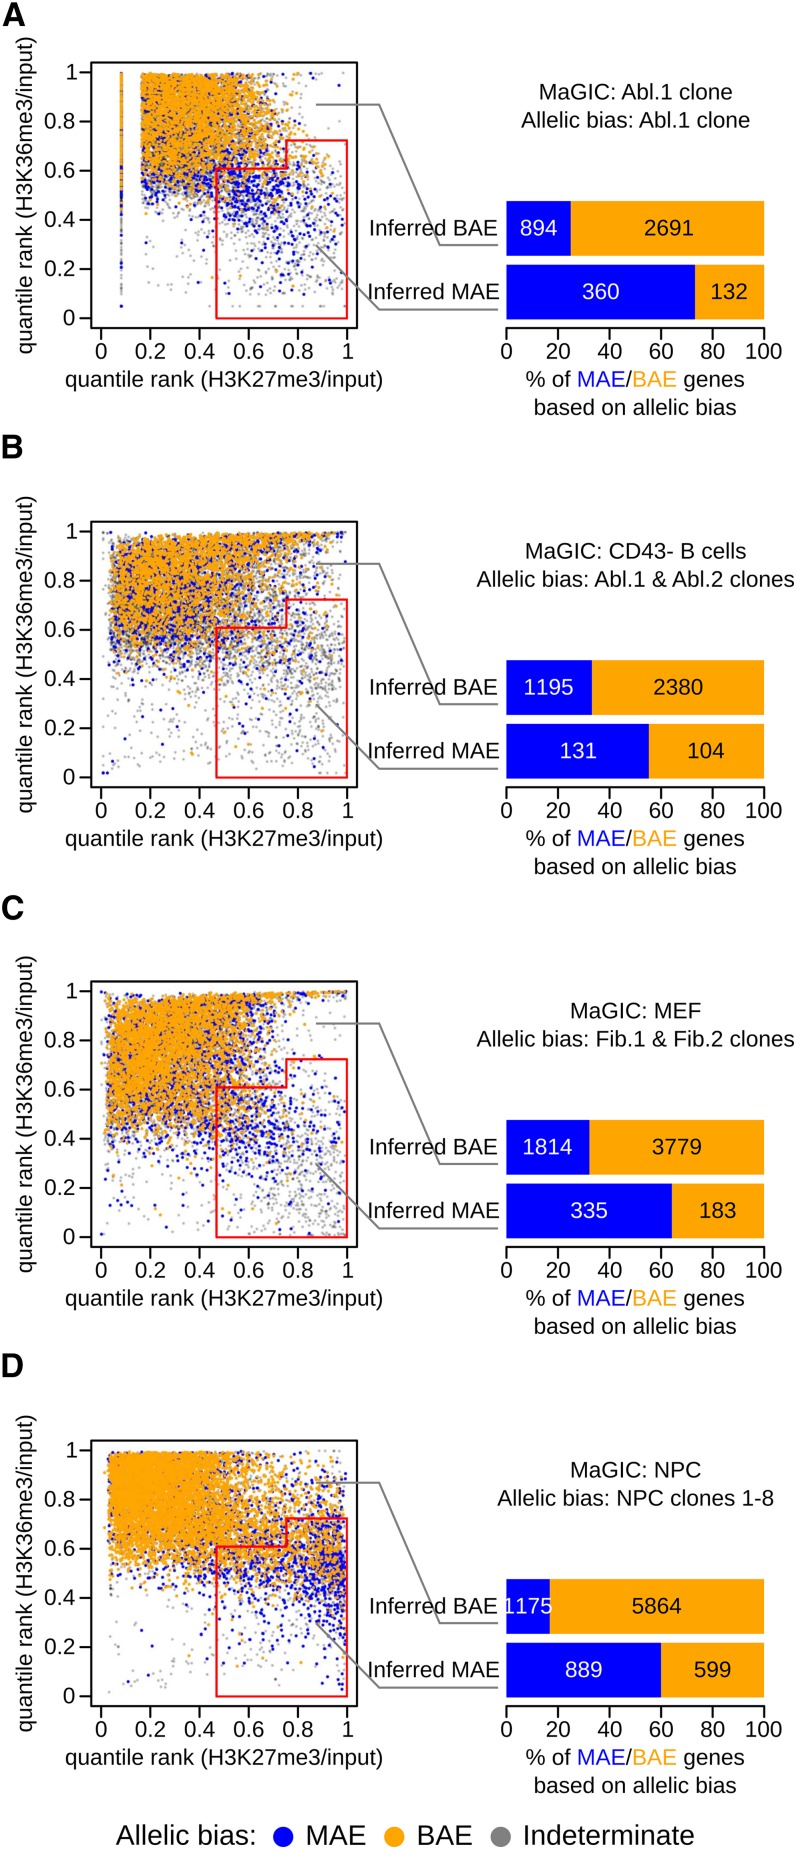
Chromatin signature is an informative proxy of mosaic monoallelic expression (MAE) in mouse cells from different lineages. (A) MAE state was inferred for genes with a particular combination of gene body signal for H3K27me3 and H3K36me3 ChIP-Seq, by applying the MaGIC pipeline in Abelson lymphoblast clone 1 from 129Sv/ImJ × CAST/EiJ F1 mouse (GSE67384; Table S1 and Table S2). Red line demarcates the area the classifier recognizes as being enriched with MAE genes (see *Materials and Methods*). Genes (represented as dots) are colored according to allelic expression analysis in the same clonal cell line: monoallelic (blue) or biallelic (gold) (Table S3). Genes with indeterminate allelic bias are shown as *gray* dots. The accuracy of the inference is summarized in the right panel, where genes are called monoallelic (blue) or biallelic (gold) on the basis of allele-specific analysis of RNA-Seq. (B−D) Same analysis as in (A), but with different sources of ChIP-Seq and RNA-Seq data, as indicated. (B) ChIP-Seq and RNA abundance data used in MaGIC pipeline were from CD43^−^ B cells (GSE31039; Table S1 and Table S2), and allele-specific RNA-Seq analysis was performed on two independent clonal cell lines from 129Sv/ImJ × CAST/EiJ F1 mice: Abl.1 and Abl.2 (GSE67384; Table S1 and Table S3; see main text for details). (C) ChIP-Seq and RNA abundance data from MEF cells (GSE12241; Table S1 and Table S2); allele-specific RNA-Seq analysis on two fibroblast clonal lines from 129Sv/ImJ × CAST/EiJ F1 mice: Fib.1 and Fib.2 (GSE67384; Table S1 and Table S3; see main text). (D) ChIP-Seq and RNA abundance data from neuronal progenitor cells (GSE33252; Table S1 and Table S2); allele-specific RNA-Seq analysis on eight clonal neuronal progenitor cell lines from 129Sv/ImJ × CAST/EiJ F1 mice (GSE54016; Table S1 and Table S3; see main text).

We next set out to evaluate whether MaGIC is accurate for inferring MAE in mouse non-clonal cells. RNA-Seq, however, cannot be used to directly measure MAE in nonclonal cell populations, because opposite allelic biases in different cells cancel out. We thus used RNA-Seq measurement of MAE in multiple clonal lines as the benchmark to approximate MAE in nonclonal cells of the same type: a gene was considered MAE if it was called MAE in at least one clone and BAE if it was called BAE in at least one clone and was not called MAE in any one clone. 

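Merged by this rule, the Abelson clones gave 1805 MAE and 2693 BAE genes, so that 40.1% of the 4498 assessable genes were MAE (95% Wilson interval 38.7 to 41.6%). The fibroblast clones gave 2940 MAE and 4304 BAE genes, an MAE share of 40.6% (39.5 to 41.7%). Single clones had MAE shares of 31.8% (30.4 to 33.2%) in Abl.1, 54.8% (51.8 to 57.8%) in Abl.2, 27.4% (26.2 to 28.6%) in Fib.1 and 36.9% (35.6 to 38.3%) in Fib.2. These shares depend on depth, since MAE calls need fewer reads than BAE calls. In Abl.2, 385 of the 585 MAE genes but 10 of the 482 BAE genes had fewer than 40 reads. With at least 40 reads required, Abl.2 had 237 MAE and 472 BAE genes. The merged MAE shares were then 27.1% in the Abelson and 34.0% in the fibroblast clones. Of the 793 genes assessable in both Abelson clones, 123 were MAE in both, 38 only in Abl.1, 246 only in Abl.2, and 386 were BAE in both (odds ratio 5.08, two-sided Fisher's exact test over genes, p = 7.62e-18). Of the 3359 genes assessable in both fibroblast clones, 448 were MAE in both, 268 only in Fib.1, 588 only in Fib.2, and 2055 were BAE in both (odds ratio 5.84, two-sided Fisher's exact test, p = 2.94e-89). These tests treat genes as independent, which they are not.
Among genes MAE in both clones, the bias was toward opposite alleles for 30 of 123 in the Abelson clones (24.4%, 95% Wilson interval 17.7 to 32.7%, two-sided exact binomial test against 50%, p = 1.08e-08) and for 73 of 448 in the fibroblast clones (16.3%, 13.2 to 20.0%, p = 5.35e-50). The genes with the most allelic reads among the opposite ones in the Abelson clones were Amotl1, Plek and Dcp2. Amotl1 (NM_001081395, mm9 chromosome 9, 14346410 to 14419444, minus strand) had 30.7% of 576 reads from the first allele in Abl.1 (95% Wilson interval 27.1 to 34.6%) and 67.6% of 139 in Abl.2 (59.5 to 74.8%). Plek (NM_019549, chromosome 11, 16871208 to 16908721, minus strand) had 0 of 491 reads from the first allele in Abl.1, where 0.611% was the smallest share that 3 reads could show, and 21 of 22 in Abl.2 (q = 0.000366). Dcp2 (NM_027490, chromosome 18, 44540153 to 44584623, plus strand) had 81.2% of 345 reads from the first allele in Abl.1 and 31% of 100 in Abl.2. Among the genes biased toward the same allele, Kcnq1ot1 (NR_001461, a noncoding RNA on chromosome 7, 150399015 to 150482452) had 96.3% of 324 and 99.1% of 785 reads from the first allele, Arhgap31 (NM_020260, chromosome 16, 38598455 to 38713148) had 98.9% of 906 and 26 of 26, and Irf8 (NM_008320, chromosome 8, 123260275 to 123280592) had 31.7% of 571 and 19% of 100. Kcnq1ot1 is an imprinted gene expressed from the paternal allele, and the paper counts imprinted genes apart from mosaic MAE.
MAE calls were unevenly spread over the chromosomes. In Abl.2, all 332 MAE genes of chromosome 4 were biased toward the second allele and no gene there was BAE, with 2.06% of 13886 allelic reads from the first allele (95% Wilson interval 1.84 to 2.31%). Chromosome 4 thus held 332 of the 585 MAE genes of Abl.2. In Fib.2, the median bias of 8 chromosomes was below 0.4 or above 0.6, and in Fib.1 that of chromosome 7.

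**Figure D2:**
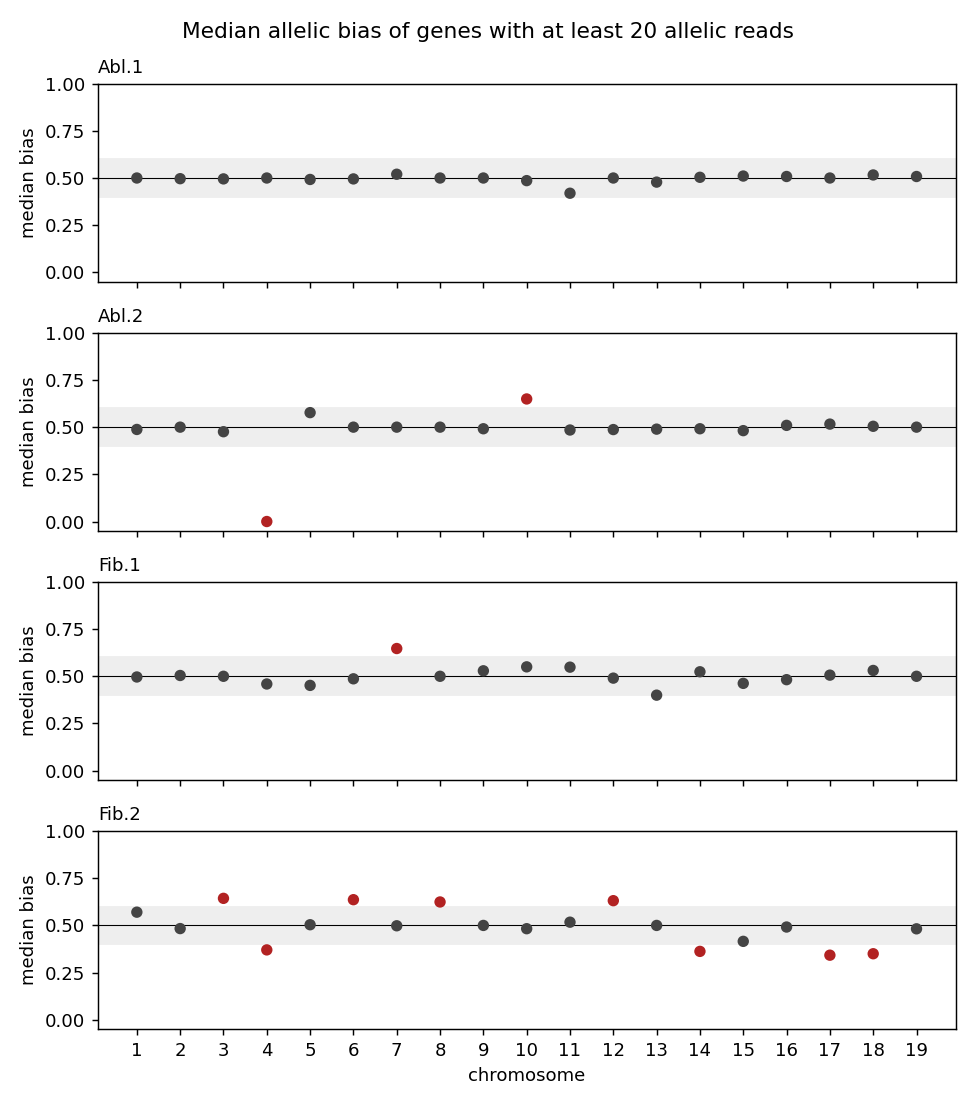
Median allelic bias (share of reads from the first allele) of the genes with at least 20 allelic reads on each of the 19 autosomes, one panel per clone. The gray band spans 0.4 to 0.6, the line marks 0.5, and red points lie outside the band: none in Abl.1, chromosomes 4 and 10 in Abl.2, chromosome 7 in Fib.1 and 8 chromosomes in Fib.2.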

Note that due to the limited number of clones assessed and biological differences originating in the derivation process or the F1 genetic background (Table S1), the comparison with MaGIC provides a lower-bound estimate of the method’s potential accuracy in complex cell populations.

Using this approach, we assessed the accuracy of the MaGIC analysis in freshly isolated CD43^‒^ B cells, primary mouse embryonic fibroblasts, and *in vitro* differentiated neuronal progenitors. 

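The allelic data for this comparison are those of the 2 Abelson clones, each a single library. Abl.2 was the shallower one, with 207026 allelic reads against 869847 in Abl.1 and 1432 genes with at least 40 reads against 5776. The authors mapped and counted both libraries in the same way, except that the abundance table of Abl.2 enters each transcript as its own gene. The MaGIC calls of the CD43- B cells were read from the parts of Table S5 and Table S2 used here, keeping genes that passed the filters of MaGIC. The part of Table S5 gives 1998 genes, 562 MAE and 1436 BAE, and Table S2 adds 203 genes that it does not list. This makes 2201 genes with a call, 602 MAE and 1599 BAE. The BAE genes of Table S5 are not a random draw, since 340 of the 1436 have a human ortholog classified as MAE and 1096 one classified as BAE. Each gene was then joined by its symbol to the allelic calls merged over Abl.1 and Abl.2. No allelic read was counted for 143 of the 602 MAE genes and 140 of the 1599 BAE genes, and 127 MAE and 664 BAE genes were assessable. The assessable MAE genes had a median of 104 allelic reads over both clones and the BAE genes 151.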

In B cells (of pure C57BL/6 background), MAE was inferred using ENCODE ChIP-Seq and RNA abundance data (Table S2), then compared to allele-specific analysis of RNA-Seq from the clone Abl.1 and a similar clonal line Abl.2 (from an independent 129S1/SvImJ × CAST/EiJ F1 cross; Table S3). 

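Of the 127 assessable genes classified as MAE with MaGIC, 56 were called MAE by RNA-Seq (44.1%, 95% Wilson interval 35.8 to 52.8%) and 71 BAE. Of the 664 assessable genes classified as BAE, 441 were called BAE (66.4%, 62.7 to 69.9%) and 223 MAE. The odds ratio was 1.56 (95% interval 1.06 to 2.29, two-sided Fisher's exact test over genes, p = 0.0258). With at least 40 allelic reads required in a clone, the odds ratio was 1.29 and no longer past a p-value of 0.05 (two-sided Fisher's exact test, p = 0.317). With the SNP with the most reads of each gene, the odds ratio fell below 1, to 0.731 (two-sided Fisher's exact test, p = 0.577). That setting left 82 genes, of which 8 were classified as MAE with MaGIC. Other settings raised the odds ratio. A bias of at least 0.8 for MAE gave 1.90 (two-sided Fisher's exact test, p = 0.00524). Leaving out genes in stretches with a median bias below 0.4 or above 0.6 gave 2.19 (two-sided Fisher's exact test, p = 0.000532). This exclusion was chosen after the data were seen. The genes classified as MAE with MaGIC and by RNA-Seq that had the most allelic reads were Tmem64, Tgfb3, Mdfic, Plxdc2 and Igfbp4, all protein-coding. Plxdc2 (NM_026162, mm9 chromosome 2, 16277948 to 16673742, plus strand) was MAE in both clones, with 75.5% of 188 reads from the first allele in Abl.1 (95% Wilson interval 68.9 to 81.1%) and 84.2% of 76 in Abl.2 (74.4 to 90.7%). Igfbp4 (NM_010517, chromosome 11, 98902573 to 98913957, plus strand) was MAE in Abl.1, with 20.2% of 262 reads from the first allele (15.8 to 25.5%), in a stretch of chromosome 11 whose genes had a median bias of 0.350. The other three were called from Abl.2 alone. Tmem64 (NM_181401, chromosome 4, 15192966 to 15213900, plus strand) had 0 of 37 reads from the first allele in Abl.2, on the chromosome whose MAE genes all went to the second allele there, and 53.1% of 382 in Abl.1, where it was BAE. Tgfb3 (NM_009368, chromosome 12, 87397692 to 87419991, minus strand) had 25% of 52 in Abl.2 and 50.2% of 321 in Abl.1, where it was BAE. Mdfic (NM_175088, chromosome 6, 15670660 to 15752169, plus strand) had 21 of 22 in Abl.2 and 65.6% of 250 in Abl.1, short of the 0.67 bias. Among the genes classified as MAE with MaGIC that were BAE by RNA-Seq, those with the most reads were Lpp (NM_178665, chromosome 16, 24393435 to 24992664), Itga6 (NM_008397, chromosome 2, 71625139 to 71694815) and Uhrf1bp1 (NM_001080769, chromosome 17, 27993451 to 28036985), with 46.3% of 447, 43.6% of 399 and 43.1% of 334 reads from the first allele in Abl.1. From the higher share of MAE genes among those with the signature, the paper reasons that the human-trained MaGIC pipeline carries information on allelic expression in B cells taken directly from the animal.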

Of 235 genes classified as MAE with MaGIC, 56% were confirmed by RNA-Seq, whereas of 3575 genes classified as BAE, 67% were confirmed, indicating that the MaGIC pipeline is also informative in freshly isolated cells of the B-lymphoid lineage (Figure 1B, Table S2, and Table S3; Fisher exact *P* < 1.5E-11; OR = 2.5).

Similarly, in mouse embryonic fibroblasts (129Sv-C57BL/6 background), MAE was inferred using ChIP-Seq (Mikkelsen *et al.* 2007) and ENCODE RNA abundance data, then compared with allele-specific analysis of RNA-Seq in two independent clones from 129S1/Sv × CAST/EiJ F1 SV40-immortalized fibroblasts, Fib.1 and Fib.2 (Table S1). 

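The allelic data for fibroblasts come from clones Fib.1 and Fib.2, each a single polyA library made and counted by the authors as for the Abelson clones. SV40 immortalization lets a single fibroblast be grown into a line. Fib.1 had 1431442 allelic reads in 13179 genes and Fib.2 1280418 in 12684 genes, and 7585 and 7200 genes had at least 40 reads. The estimated counts of the RSEM tables summed to 62544015 in Fib.1 and 41805809 in Fib.2, while the paper states 41000000 and 61000000 reads for the libraries. Merged, the clones gave 2940 MAE and 4304 BAE genes. Among the genes with the most allelic reads of those MAE toward opposite alleles were Ece1 and Mmp2. Mmp2 (NM_008610, mm9 chromosome 8, 95351226 to 95377319, plus strand) had 95.5% of 1082 reads from the first allele in Fib.1 (95% Wilson interval 94.1 to 96.6%) and 0.616% of 812 in Fib.2 (0.263 to 1.43%). Ece1 (NM_199307, chromosome 4, 137418151 to 137521144, plus strand) had 69.0% of 1273 reads from the first allele in Fib.1 and 27.1% of 1215 in Fib.2. In Fib.2 both genes lie on chromosomes whose median bias was outside 0.4 to 0.6, to the same side as the gene for Ece1 and to the other side for Mmp2. Toward the same allele in both clones, Nid1 (NM_010917, chromosome 13, 13529868 to 13604542) had 31.7% of 1683 and 0.125% of 798 reads from the first allele, Alg10b (NM_001033441, chromosome 15, 90054741 to 90060985) 26.3% of 966 and 26.1% of 953, and Impad1 (NM_177730, chromosome 4, 4691500 to 4720453) 32.8% of 911 and 21.6% of 695. In Fib.2, Impad1 also lies in an imbalanced stretch of chromosome 4, where the median bias of its neighbours was 0.391, to the same side as the gene. The MaGIC calls of the fibroblasts were read from the part of Table S2 used here, which gives 189 genes that passed the filters, 45 MAE and 144 BAE.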

Of 518 genes classified as MAE with MaGIC, 65% were confirmed by RNA-Seq, whereas of 5593 genes classified as BAE, 68% were confirmed, indicating that MaGIC is informative in primary fibroblasts (Figure 1C, Table S2, and Table S3; Fisher exact *P*-value < 2.2E-16; OR = 3.9).

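Only a small part of this comparison could be recomputed. Of the 45 genes classified as MAE with MaGIC in the part of Table S2 used here, 25 had no allelic read in either fibroblast clone and 1 was assessable. That gene, the lincRNA listed as NR_045798 (mm9 chromosome 13, 64350007 to 64369453, plus strand), was MAE in Fib.1 with 20 of 25 reads from the first allele (80.0%, 95% Wilson interval 60.9 to 91.1%, q = 0.0241), and indeterminate in Fib.2 with 25 of 46 reads (54.3%, 40.2 to 67.8%). Of the 144 genes classified as BAE, 69 were assessable, 43 of them BAE by RNA-Seq (62.3%, 95% Wilson interval 50.5 to 72.8%) and 26 MAE. With no MaGIC MAE gene called BAE the odds ratio has no finite value, and the association could not be tested, since with 1 gene against 69 the two-sided Fisher's exact test cannot give a p-value below the 0.386 obtained. The BAE share moved to 81.2% when a bias of at least 0.8 was required for MAE. From its comparison over the whole of Table S2, the paper reasons that MaGIC carries information on allelic expression in primary fibroblasts.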

Finally, in neuronal progenitors (129Sv-C57BL/6 background), MAE status was inferred using available ChIP-Seq and RNA abundance datasets (Tippmann *et al.* 2012), then compared with allele-specific analysis of RNA-Seq in eight neuronal progenitor clones from 129/Sv × CAST/EiJ F1 genetic background [(Gendrel *et al.* 2014); Table S1]. MaGIC classification as MAE was consistent with RNA-Seq for 60% of 1488 genes, whereas the classification as BAE was consistent for 83% of 7039 genes, indicating that MaGIC is informative in nonclonal neuronal progenitor cells differentiated *in vitro* (Figure 1D, Table S2, and Table S3; Fisher exact *P*-value < 2.2E-16; OR = 7.4).

Overall, these results show that the H3K27me3/H3K36me3 gene−body chromatin signature is an informative proxy of MAE in nonclonal cell populations from the lymphoid, mesenchymal, and neuroectodermal lineages. Conservatively, the MaGIC pipeline can be used to infer MAE in these lineages with 56–74% accuracy and BAE with 67–75% accuracy (OR between 2.5 and 8.2). The lower estimated accuracy in nonclonal cells may be partially due to the limited number of immortalized clones used for allelic expression analysis, especially compared with clonal complexity of primary cells. This factor likely accounts for the greater enrichment of confirmed MAE genes in MaGIC analysis of neuronal progenitors (8 clones; OR = 7.4) compared with lymphoblasts (two clones; OR = 2.5) and fibroblasts (two clones; OR = 3.9). 

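The number of clones can be varied within the Abelson and fibroblast data from 2 to 1. With Abl.1 alone, 49 of 122 genes classified as MAE with MaGIC in B cells were called MAE (40.2%, 95% Wilson interval 31.9 to 49.0%) and 464 of 617 genes classified as BAE were called BAE (75.2%, 71.6 to 78.4%), an odds ratio of 2.04. With Abl.2 alone, 9 of 14 were called MAE (64.3%) and 83 of 169 BAE (49.1%), an odds ratio of 1.74. With both clones the odds ratio was 1.56, and the difference from 1 clone was not tested, since the calls share genes. The second clone mainly added MAE genes: 462 genes were MAE in Abl.2 and not in Abl.1, of which 246 were BAE in Abl.1 and 216 could not be assessed there. In the fibroblasts, 1430 genes were MAE in Fib.2 and not in Fib.1, of which 588 were BAE in Fib.1 and 842 could not be assessed there. Many of the genes BAE in the first clone and MAE in the second lay in stretches with a median bias below 0.4 or above 0.6. With genes in such stretches left out, 52 genes were BAE in Abl.1 and MAE in Abl.2, against the 246 above. In the fibroblasts, 130 were BAE in Fib.1 and MAE in Fib.2, against 588. This exclusion was chosen after the data were seen. The neuronal progenitor clones were not analysed here.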

Another source of both false-positive and false-negative calls could be potential influence of genetic background on the propensity of genes to be subject to MAE. Accordingly, when ChIP-Seq and RNA-Seq data were obtained on the same background (Figure 1A), the correspondence between chromatin signature and allelic bias was closer than otherwise (Figure 1, B−D). Discrepancies between MaGIC and RNA-Seq calls may also result from the confounding effect of particular expression patterns, as detailed in the *Discussion* section.

Also, note that CD43^‒^ B cells had pronounced chromatin signature of MAE despite being of pure genetic background, which indicates that the epigenetic states used by MaGIC analysis are independent of genetic differences between the two alleles. This finding is consistent with the detection of MAE using RNA-fluorescence in situ hybridization in pure genetic background, reported by Gendrel *et al.* (2014).

More generally, our analysis suggests that the chromatin signature is a molecular feature consistently associated with MAE in a wide variety of cell types across mammals.

### Chromatin signature of MAE is associated with orthologous genes and related functions in mouse and human

With both mouse and human genes exhibiting monoallelic expression, we examined the extent to which genes that show evidence of MAE in one species also display MAE in the other. Because MAE genes tend to have cell type-specific expression (Nag *et al.* 2013), such comparisons should be made on the basis of closely related cell types. We previously compared MAE between mouse and human immortalized lymphoid cells using low-resolution maps; 29 orthologous gene pairs could be assessed, nevertheless showing significant MAE conservation (Zwemer *et al.* 2012). The MAE chromatin signature allows us to carry out this comparison for a larger number of genes and in freshly isolated cells, avoiding possible artifacts due to cell culture.

We compared MAE genes inferred using MaGIC in mouse CD43^−^ B cells and human peripheral blood mononuclear cells, both of the lymphoid lineage (Figure 2A). There were 7429 unambiguous orthologous gene pairs between the two genomes, for which MAE or BAE could be inferred in both mouse and human cells (Table S5). Of these, 563 mouse genes (p_mouse_ = 563/7429 = 0.076) and 580 human genes (p_human_ = 0.078) were classified as MAE. If the identities of MAE genes were completely independent between mouse and human, we would expect 44 of these genes (p_mouse_ × p_human_ × 7429) to be MAE in both species. Instead, we observed 240 orthologous gene pairs in which MAE was conserved (Figure 2A; hypergeometric *P* = 3.9E-131). This finding suggests that the propensity of genes for MAE is largely conserved between human and mouse.

**Figure 2:**
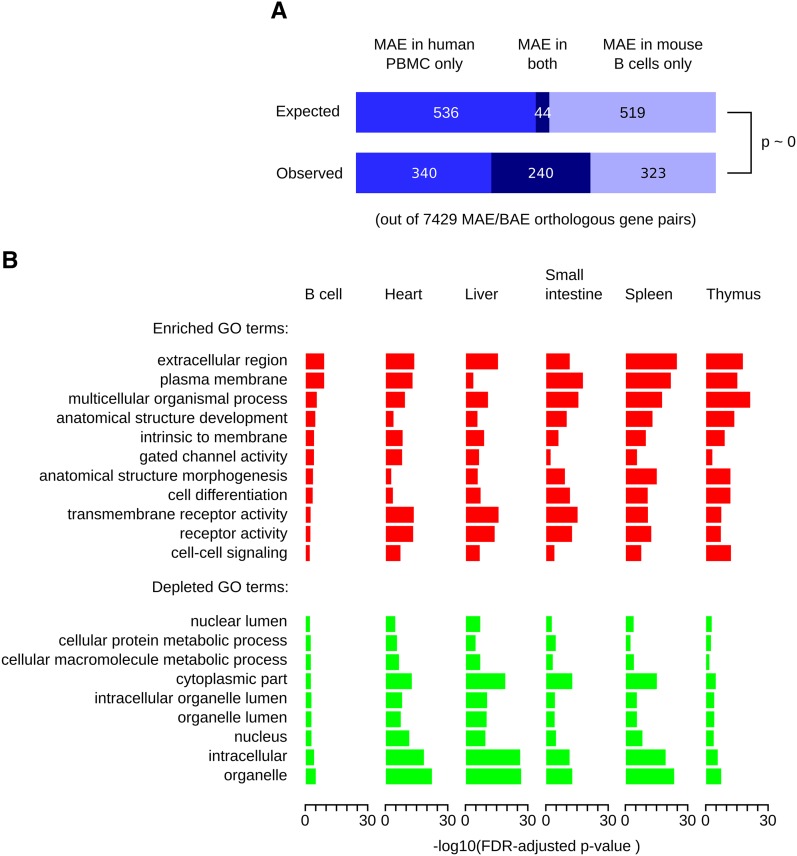
Common features of genes with mosaic monoallelic expression (MAE) chromatin signature in mouse and human. (A) Comparison of MAE in human and mouse genomes. The MAE state of orthologous genes was inferred in primary cells of the B lymphoid lineage using MaGIC pipeline. The number of genes that are MAE in only one or in both species is shown (bottom), as well as the expected distribution if the propensity of orthologous genes to be MAE were independent between species (top, see main text for details). The distributions are significantly different (hypergeometric p ∼ 0), indicating that the propensity of genes to be MAE is conserved. (B) Gene Ontology (GO) categories over-represented (red) and under-represented (green) among mouse genes with MAE chromatin signature. The categories that were over- and under-represented in human B-cells (Nag *et al.* 2013) are shown for a variety of mouse tissues and organs. Complete results of GO analysis are in Table S6. FDR (Benjamini and Hochberg 1995) corrected –log10p-values are plotted.

Using chromatin signature, we then inferred MAE in multiple mouse tissues for which ChIP-Seq and gene expression datasets were available, and compared over- and underrepresented GO categories to those previously reported (Nag *et al.* 2013) for MAE genes in human lymphoblasts (Figure 2B and Table S6). As in human, terms associated with embryonic development and cell surface proteins were preferentially enriched in MAE genes, whereas terms associated with housekeeping functions were depleted (Figure 2B).

Extensive commonalities between MAE in the human and mouse genomes imply that molecular mechanisms underlying this mode of gene regulation and possibly its functional impact(s) have been generally conserved since the last common ancestor of primates and rodents, 70−80 million years ago (Foote *et al.* 1999). This conservation suggests that experiments using the mouse model will further our understanding the role of MAE in human.

### Chromatin signature profiles are consistent with lineage-specific establishment and stable maintenance of MAE

The process of MAE establishment is poorly understood. Although MAE maintenance can be extremely stable (Gimelbrant *et al.* 2005), it is not clear how cell differentiation affects the MAE state. Recent studies, using clonal embryonic stem cells from highly polymorphic mice, indicated that in a neuronal lineage, MAE is already established by the progenitor stage and, for a limited number of tested genes, maintained in neurons (Eckersley-Maslin *et al.* 2014; Gendrel *et al.* 2014). We hypothesized that chromatin signature analysis of multiple cell lineages would shed light on the genome-wide patterns of MAE in developmental transitions.

We reasoned that if, once established in progenitor cells, MAE is stably maintained during differentiation, then cell types originating from the same progenitors should have more similar MAE profiles compared with each other than compared with cell types originating from different progenitors. Clustering based on the similarity of MAE profiles should, therefore, recapitulate embryonic lineage. Conversely, if genes that are MAE in progenitors frequently become BAE upon differentiation, then there should not be a strong relationship between MAE profile and embryonic lineage (Figure 3A).

**Figure 3:**
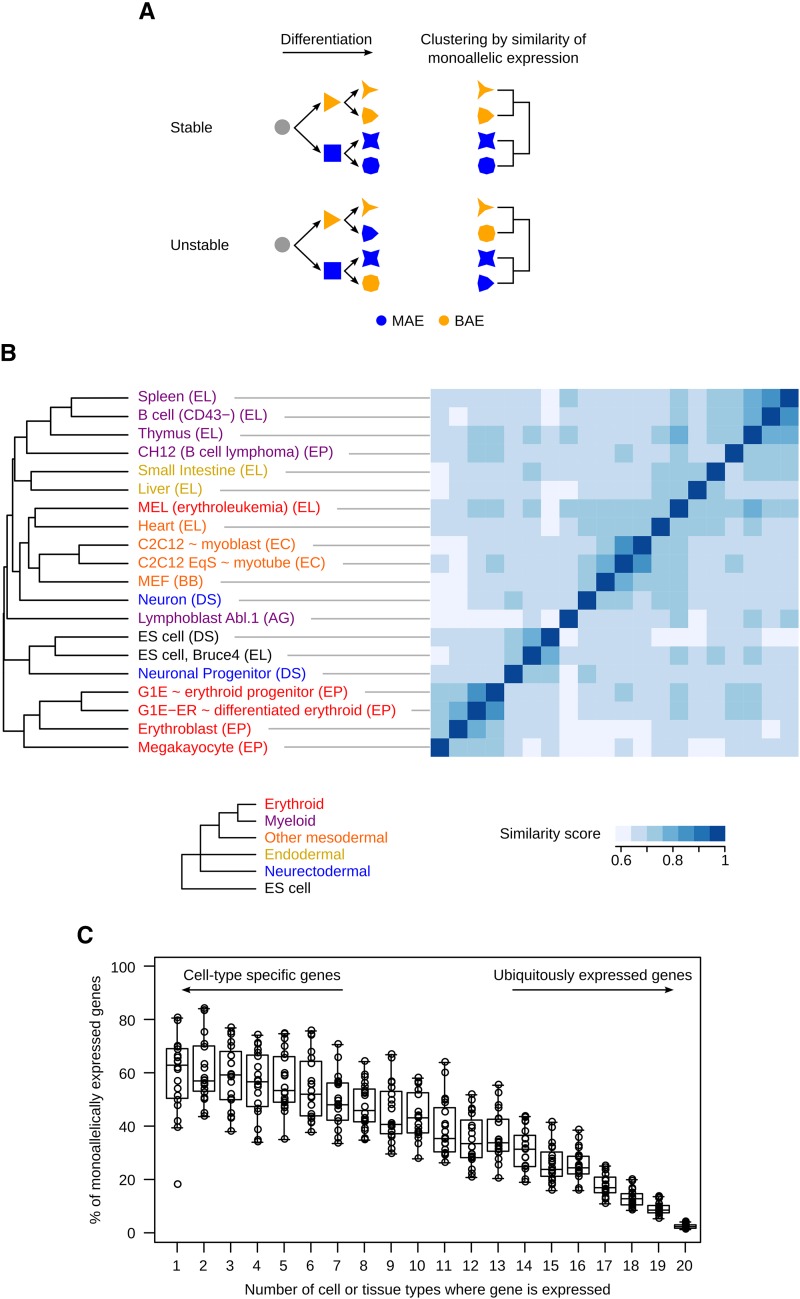
Comparison of mosaic monoallelic expression (MAE) chromatin signature profiles across tissues and cell types in mouse. (A) Schematic showing the hypothetical clustering of cell types (represented by different shapes) based on similar MAE state for a particular gene, in the case where MAE is stable throughout differentiation, and in the case where it is not. (B) Comparison of MAE profiles inferred from chromatin signature across analyzed tissues and cell types. Similarity scores were calculated for each pairwise comparison using only genes informative in both samples (similarity score scale at the bottom). Average-linkage clustering was performed using Gower’s distance (see the section *Materials and Methods*). Sample lineages are reflected in the color of the sample name, as follows: endodermic (yellow), ectodermic (cyan), lymphoid (purple), myeloid (red), other mesodermic (orange), and embryonic stem cells (black). The expected clustering of these lineages according to their embryonic origin is also shown (bottom). Laboratories that generated the ChIP-Seq datasets are indicated in parenthesis: ENCODE/LICR (EL), ENCODE/PSU (EP), Bernstein (BB), ENCODE/Caltech (EC), Schübeler (DS), and this work (AG). (C) Proportion of MAE genes inferred from chromatin signature among cell-type specific and ubiquitously expressed genes. Genes were grouped by the number of tissues where they are expressed. Then, in each bin, the proportion of MAE genes was calculated for each tissue and plotted individually (circles) and overall (Tukey boxplot).

Using chromatin signature, we mapped MAE profiles in 20 mouse organs and cell types, representing all three germ layers, obtained in most cases from inbred animals, and, with the exception of Abl.1 clone, consisting of nonclonal cell populations (Figure 3B, Table S1, and Table S2). Hierarchical clustering of MAE profiles showed that cell or tissue types of similar embryonic origin are more similar to each other than to those from distinct lineage. This is the case for lymphoid (CD43^‒^ B cells, CH12 cells, spleen, thymus), myeloid (megakaryocytes, erythroblasts, G1E and G1E-ER cells), other mesodermic (MEF, heart, and C2C12 cells) and endodermic (liver, small intestine) cells. Interestingly, neuronal progenitor cells were more similar to the embryonic stem cells from which they were differentiated than to the neurons derived from them.

Notably, samples from related tissues processed by different laboratories clustered together, suggesting that clustering reflects biological similarities rather than potential technical variation. Biological replicates for the same cells or tissue are also more similar to each other than to distinct cell or tissue types, indicating that differences in MAE related to lineage are more important than those caused by inter-individual or technical variability (Figure S4 and Table S7). Overall, our observations support lineage-specific establishment of MAE and its stable maintenance in differentiated tissues, while the precise timing of MAE establishment may vary depending on genes and cell types.

Consistent with lineage specificity of MAE, we also observed that a majority of cell-type specific genes display a MAE chromatin signature, but very few ubiquitously expressed genes do so (Figure 3C and Figure S5A). This trend also is observed after applying a correction for the imperfect accuracy of the MaGIC pipeline (Figure S5B) and is in agreement with the GO terms associated with MAE (Figure 2B), notably the underrepresentation of housekeeping activities. Altogether, our observations imply that MAE is linked to cell identity. This leads us to speculate that MAE plays an active role in determining cell identity, extending the principle behind two well-studied examples: allelic exclusion in immunoglobulin loci (Pernis *et al.* 1965) and monoallelic expression of olfactory receptor genes (Chess *et al.* 1994).

## Discussion

Using a combination of experimental and computational approaches, we showed that the presence of the H3K27me3/H3K36me3 gene–body chromatin signature is an informative proxy of MAE in mouse cells of lymphoid, mesenchymal, and neuroectodermal lineages. Combined with our studies in human cells, our findings suggest that the chromatin signature is an informative proxy of MAE in many, perhaps all, mammalian somatic cell types.

The accuracy of the MaGIC approach makes it suitable to identify candidate MAE genes for functional or mechanistic studies, as well as to investigate genome-wide trends associated with MAE genes. The analyses made in this article thus provide a valuable resource for future studies on monoallelic expression. It should be noted, however, that a significant fraction of MAE genes is not identified by the H3K27me3/H3K36me3 chromatin signature. 

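In the Abelson clones, 279 genes with a MaGIC call in B cells were MAE by RNA-Seq in at least 1 clone. Of these, 223 were classified as BAE with MaGIC (79.9%, 95% Wilson interval 74.8 to 84.2%) and 56 as MAE. The share depends on which genes have a call in the parts of Table S5 and Table S2 used here, since MAE genes are more fully listed there than BAE genes. With the BAE genes of Table S5 weighted to their number in the whole comparison of orthologs, the share without the signature was 94.6%. Part of these MAE genes lay in stretches with a median bias below 0.4 or above 0.6. With such genes left out, and without weighting, 138 were classified as BAE with MaGIC and 44 as MAE. This exclusion was chosen after the data were seen.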

We, therefore, expect that a more inclusive chromatin signature may be revealed by additional datasets for distinct chromatin marks, which might delineate subgroups of MAE genes with distinct properties. In support of this possibility, among MAE genes identified by RNA-Seq, genes with the H3K27me3/H3K36me3 chromatin signature (true positives) are enriched in GO terms related to cell-membrane proteins compared to MAE genes without this signature (false negatives); furthermore, genes in the true positive group tend to be expressed at a lower level compared with genes in the false negative group (not shown).

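For genes called MAE by RNA-Seq in the Abelson clones, expression was taken as the mean of log2(FPKM + 1) over Abl.1 and Abl.2, from the deposited RSEM values. It was 2.32 ± 1.30 (SD, n = 56 genes) for those classified as MAE with MaGIC in B cells (true positives) and 3.51 ± 1.48 (SD, n = 223 genes) for those classified as BAE (false negatives). The difference was -1.20 (two-sided permutation test over genes, 100000 resamples, p = 1e-05, the smallest they can give). In Abl.1 the median FPKM was 6.28 for the true positives and 19.2 for the false negatives, and in Abl.2 it was 0.605 and 5.05. The difference was -0.71 among genes with an FPKM of at least 1 in both clones (permutation test, p = 0.0135). When the calls and the expression were both taken from Abl.1 alone it was -1.06, and from Abl.2 alone -0.17. Leaving out genes in stretches with a median bias below 0.4 or above 0.6 would keep 44 true positives and 138 false negatives. The difference was not run on these, so its dependence on such stretches is not known. The true positives also had fewer allelic reads, with a median of 48.5 against 82 in Abl.1 and 2 against 17 in Abl.2. The GO terms were not analysed here. From the lower expression of the true positives, together with their GO terms, the paper proposes that MAE genes may fall into subgroups with distinct properties.

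**Figure D3:**
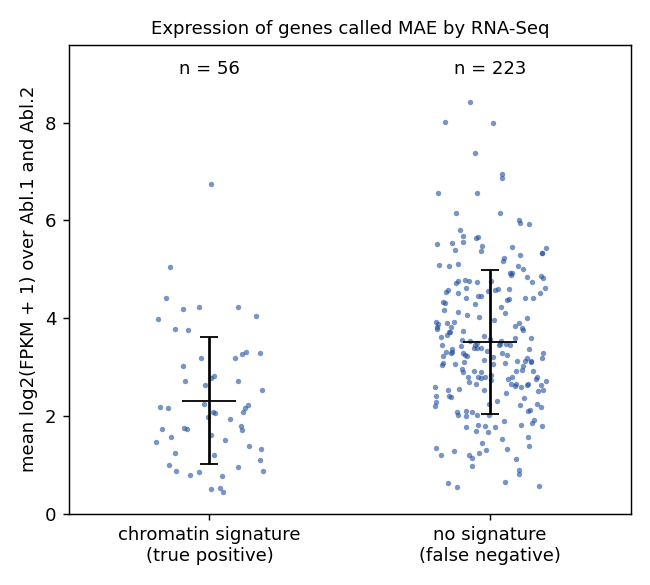
Mean of log2(FPKM + 1) over Abl.1 and Abl.2 for genes called MAE by RNA-Seq, with the chromatin signature (true positives, n = 56) and without it (false negatives, n = 223). Points are genes, horizontal bars the means (2.32 and 3.51) and whiskers 1 SD; the groups overlap widely.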

In addition, genes that are highly expressed in a subset of cells but repressed in others may display, at the cell population level, a chromatin signature similar to that of MAE genes. This is also the case of genes with dynamic expression, if changes in expression are reflected by variations in gene-body H3K27me3 or H3K36me3 enrichment. Such patterns of expression could partly explain differences between chromatin signature and allelic expression measurements, in addition to the technical considerations listed in the *Results* section. Although concerning a minority of genes, this possible confounding effect should be taken into consideration when interpreting MaGIC results. Orthogonal approaches, such as RNA-fluorescence in situ hybridization or knock-in reporters, should be used for confirmation of MAE status of specific genes of interest.

That the MAE status of a mouse gene is predictive of its human ortholog’s MAE status (and vice versa) strongly suggests that the propensity for MAE is encoded in the DNA sequence—no other transmission mechanism is likely to persist over the evolutionary span separating rodents and primates. It further suggests that MAE is either conserved for its own functional effect, or is a consequence of another conserved property of these genes.

The identification of genetic elements controlling MAE could take advantage of the fact that the MAE chromatin signature is informative in mouse cells of inbred genetic background. For instance, chromatin signature could be used to identify genes that are MAE in one particular mouse strain but not another, which could be linked to sequence differences within regulatory elements between the two strains. These elements could then be tested by targeted mutagenesis, opening the way to precise investigation of MAE mechanism and role.

Our analyses showed that genes subject to MAE tend to have tissue-specific expression and encode cell surface proteins, including diverse signaling molecules. We thus expect that MAE primarily affects processes at the interface between cells and their environment, which includes neighboring cells, signaling molecules, and infectious agents. Accordingly, we further propose that an important biological consequence of MAE is generation of substantial functional mosaicism involving otherwise similar cells within mammalian tissues.

## 

## Supplementary Material

Supporting Information

# Supplementary material for: Chromatin Signature Identifies Monoallelic Gene Expression Across Mammalian Cell Types
**Source:** G3 (Bethesda). 2015 Jun 18;5(8):1713–20. doi: 10.1534/g3.115.018853
**Supplement:** Supporting Information

Chromatin Signature Identifies Monoallelic Gene Expression Across Mammalian Cell Types — Supporting Information 

# Chromatin Signature Identifies Monoallelic Gene Expression Across Mammalian Cell Types

## Supporting Information for Nag *et al.*, 2015

**Files in this Data Supplement:**

- Supporting Information - Figures S1-S5 and descriptions of Tables S1-S7 (PDF, 2 MB)
- Figure S1 - Distribution of genes in the chromatin signature space and MAE classifier. (PDF, 1 MB)
- Figure S2 - Effect of gene length and expression level filtering on chromatin based MAE inference using MaGIC pipeline. (PDF, 456 KB)
- Figure S3 - Example dataset excluded from analysis due to low ChIP-Seq dynamic range. (PDF, 438 KB)
- Figure S4 - Comparison of MAE profiles between biological replicates. (PDF, 580 KB)
- Figure S5 - Cell-type specificity of MAE patterns in mouse. (PDF, 504 KB)
- Table S1 - Data sources. Information is provided for each dataset used in this study, organized by tissue or cell-type (first tab) and by dataset (second tab). (.zip, 23 KB)
- Table S2 - Mouse chromatin signature and MaGIC predictions. (.zip, 11 MB)
- Table S3 - Allelic expression. (.zip, 2 MB)
- Table S4 - Human chromatin signature and MaGIC predictions. (.zip, 1 MB)
- Table S5 - Analysis of orthologous MAE genes in human and mouse. Description of the table is provided in the first sheet. (.zip, 249 KB)
- Table S6 - GO analysis of the MAE genes across tissues. Description of the table is provided in the first sheet. (.zip, 96 KB)
- Table S7 - Mouse chromatin signature and MaGIC predictions for biological replicates. (.zip, 17 MB)

# Supplementary material for: Chromatin Signature Identifies Monoallelic Gene Expression Across Mammalian Cell Types
**Source:** G3 (Bethesda). 2015 Jun 18;5(8):1713–20. doi: 10.1534/g3.115.018853
**Supplement:** Supporting Information

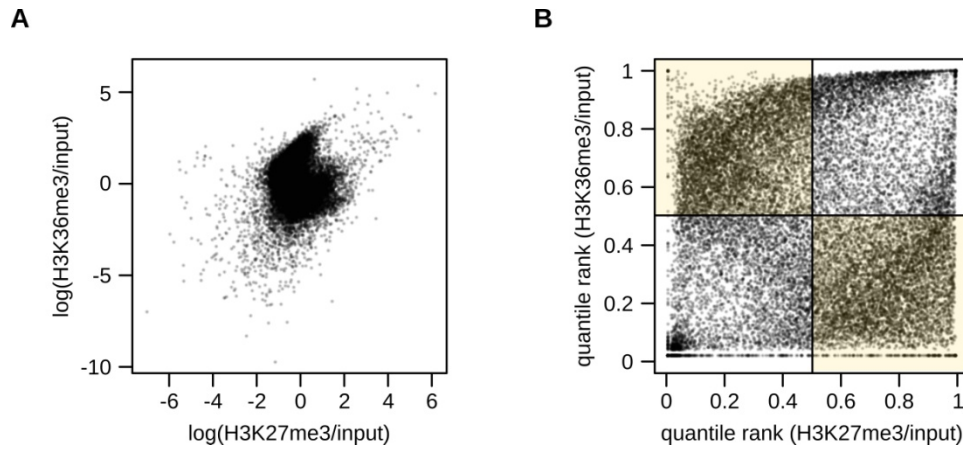

**Figure S3** Example dataset excluded from analysis due to low ChIP-Seq dynamic range. Genes are plotted according to the log2 (A) or quantile rank (B) of ChIP-Seq H3K27me3 and H3K36me3 signals in their gene body normalized to input, in adult mouse kidney (GSE31039; Table S1, S2). The distribution of genes does not show clearly distinct lobes in the log2 space (A) and only 59% of genes (less than the required 60%) are contained in the top-left and bottom-right median-bound quadrants (yellow shade) in the quantile rank space. Since this distribution deviates from those with which the classifier was tested (Figure 1), we excluded the dataset from further analysis.

How the deposited data were processed for this re-analysis (not part of the article)

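RNA-Seq of polyA RNA from 4 clonal mouse lines of 129S1/SvImJ × CAST/EiJ F1 origin was used: the Abelson lymphoblast clones Abl.1 and Abl.2 and the SV40-immortalized fibroblast clones Fib.1 and Fib.2, 1 library each. For each clone there are an abundance table and an allelic table.

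The authors made the abundance tables with RSEM. For each RefSeq transcript these give the estimated counts (expected counts) of reads, TPM, FPKM and the percent of the gene's expression from each isoform, as deposited. The estimated counts sum to 25400441 (Abl.1), 9852098 (Abl.2), 62544015 (Fib.1) and 41805809 (Fib.2), and TPM sums to about 1000000 in each clone. The tables of Abl.1 and Fib.1 list several transcripts per gene and those of Abl.2 and Fib.2 enter each transcript as its own gene, so that FPKM was summed over transcripts in the former. The FPKM of a gene with many isoforms can therefore differ between the clones for reasons of annotation. FPKM was used for the expression filter and for the comparison of true positives and false negatives, as log2(FPKM + 1).

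The authors made the allelic tables by mapping reads with Bowtie 2, at default settings, to a transcriptome from mm9 with SNPs masked, keeping unique reads and counting the reads of each allele at each SNP with Samtools and Perl. The tables deposited hold these counts, the bias as a fraction of reads from the first allele, a binomial p-value, an equivalence score and the MAE and BAE calls. They were compared with the rules in the methods by recomputing each column. Reads without molecular identifiers are not independent molecules, so all intervals cover counting error only. The total of allelic reads was 869847 (Abl.1), 207026 (Abl.2), 1431442 (Fib.1) and 1280418 (Fib.2), with 40, 9, 55 and 53 reads in the median gene. The low depth of Abl.2 limits it to 1067 assessable genes, against 4224, 5517 and 5086 in Abl.1, Fib.1 and Fib.2.

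From the counts, a two-sided exact binomial test against 0.5 with Benjamini-Hochberg adjustment gave MAE genes (q under 0.05, bias of at least 0.67 toward either allele). The equivalence rule (bias with a margin of 1 over the square root of the reads, inside 0.33 to 0.67) gave BAE genes. Calls of the 2 clones of a cell type were merged as the paper describes. Concordance of clones and association with MaGIC calls were tested with two-sided Fisher's exact tests over genes, shares were given with 95% Wilson intervals, odds ratios with Woolf intervals, and expression was compared with a permutation test of 100000 resamples. MaGIC calls came from the parts of Table S2 and Table S5 used here. The calling and the search for imbalanced regions were tested on simulated data, drawn from a binomial at the read depths of Abl.1. The simulated reads carry no spread beyond counting error and do not cover the lower depth of Abl.2. Among 200 simulated MAE genes with a bias of 0.9 and at least 40 reads, 99.5% were called (genes nearer the 0.67 bias were not simulated), 0.0444% of balanced genes were called MAE, and 73.5% of balanced genes with at least 40 reads were called BAE. A simulated shift of a whole chromosome placed 100% of its genes, and 0% of the genes of other chromosomes, in imbalanced neighbourhoods.

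A gene's neighbourhood is the nearest 20 genes on each side with at least 20 allelic reads, and it is called imbalanced when the median bias in it is below 0.4 or above 0.6. Gene positions are those of the deposited tables (mm9). Biotypes came from the GENCODE vM1 annotation of the same assembly, where 14010 of 14014 genes matched by symbol overlapped.

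Genes were named by a rule fixed before the data were examined. Per cell type these are the 3 genes with the most allelic reads among those MAE in both clones toward opposite alleles and the 3 among those toward the same allele, and for the MaGIC MAE genes of B cells and fibroblasts the 5 called MAE and the 3 called BAE with the most reads, where there were as many, and Xist. One result that this rule gives is not reported here.

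The alternatives tried were a bias of at least 2/3 or 0.8, a q under 0.01, at least 40 allelic reads, exact one-sided binomial tests for equivalence, the SNP with the most reads only, each clone alone, either supplementary table alone, BAE genes weighted to the whole comparison of orthologs, another pseudocount of 0.1, an FPKM of at least 1, and other expression and length filters. The deposited calls and the exclusion of imbalanced neighbourhoods were added after the data were seen. X-linked genes, the ChIP-Seq data, the MaGIC calls of Abl.1 and the neuronal progenitor clones were not analysed here. The computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.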

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

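The bounds of 0.4 and 0.6, the comparison of skewed chromosomes between clones, the test for a gain of chromosome 10 in Abl.2 and the comparisons of the difference between the cell types without imbalanced regions and at 40 allelic reads were chosen after the results were seen. The other tests below were set before their results were seen.

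The paper reports allelic bias gene by gene. Taken by chromosome, the median bias of genes with at least 20 allelic reads lay outside 0.4 to 0.6 in 11 of 76 combinations of clone and autosome. In Abl.2 it was 0 on chromosome 4 and 0.649 on chromosome 10. In Fib.1 it was 0.647 on chromosome 7. In Fib.2 it was 0.643 on chromosome 3, 0.370 on chromosome 4, 0.636 on chromosome 6, 0.624 on chromosome 8, 0.631 on chromosome 12, 0.362 on chromosome 14, 0.342 on chromosome 17 and 0.350 on chromosome 18. On these chromosomes many genes pass the 0.67 bias together. Genes in imbalanced neighbourhoods made up 388 of the 585 MAE genes of Abl.2 (66.3%), 1103 of 1878 in Fib.2 (58.7%), 346 of 1510 in Fib.1 (22.9%) and 247 of 1343 in Abl.1 (18.4%).

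A mapping bias shared by the libraries would skew a chromosome in the same way in every clone, but only 2 of the 11 combinations, chromosome 4 of Abl.2 and of Fib.2, had a counterpart skewed to the same side. Scattered MAE genes that fall together by chance would leave as many genes in imbalanced neighbourhoods after shuffling the biases over gene positions. In 100 shuffles per clone the largest number was 102 genes, in Abl.2, against the 1404 observed there. A gain of chromosome copies in Fib.2 would give its skewed chromosomes more reads relative to Fib.1. Their mean log2 ratio of allelic reads, relative to the median chromosome, differed from that of the other chromosomes by -0.16 (8 against 10 chromosomes, without chromosome 7, which was skewed in Fib.1, two-sided exact permutation test, p = 0.00032). Loss of one copy of chromosome 4 in Abl.2 would lower its reads by about 1 log2 unit relative to Abl.1, but the log2 ratio was 0.030. For chromosome 10 of Abl.2 the log2 ratio was 0.46, the highest of the 19 autosomes, and with a bias of 0.649 this may reflect an additional copy of the first allele's chromosome. For chromosome 4 of Abl.2, candidate explanations are a change that left its copy number the same, or a chromosome already homozygous in that mouse. For Fib.2, the skewed chromosomes had fewer reads (mean log2 ratio -0.04, against 0.12 for the others), which is the direction that a loss of copies would give. Their log2 ratios ran from -0.14 on chromosome 12 to 0.03 on chromosome 4, and whether a loss large enough for the observed biases would give these values was not tested. DNA data were not analysed here, so the explanations for Abl.2 remain hypotheses.

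Transcripts of Abl1, the cellular counterpart of the oncogene that the Abelson virus carries (mm9 chromosome 2, 31543896 to 31659747), had an FPKM of 1163 in Abl.1 and 248 in Abl.2, against 23.5 in Fib.1 and 33.9 in Fib.2. The paper does not discuss this gene. The values of Abl.1 and Fib.1 sum over 2 transcripts and those of Abl.2 and Fib.2 come from 1, so the clones are not fully comparable. Rn45s took 59.8% of the estimated counts in Abl.2, against 2.45% in Abl.1, which also lowers the FPKM of other genes in Abl.2. Transcripts of the integrated Abelson virus could add reads to the shared sequence. The test for this was a shift of the allelic reads of Abl1 in the Abelson clones, but 0 clones had an allelic read on the gene, so that viral reads cannot be told apart from expression of the mouse gene.

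Among genes MAE in both clones of a cell type, opposite alleles were used by 24.4% in the Abelson clones and 16.3% in the fibroblast clones, a difference of p = 0.0467 (two-sided Fisher's exact test on 123 and 448 genes). With genes in imbalanced neighbourhoods left out, the shares were 14.5% of 76 and 12.1% of 215 genes, a difference of 2.38 percentage points (Fisher's exact test, p = 0.689). With at least 40 allelic reads required, a setting that removes most genes of Abl.2, the shares were 16% of 50 and 15.9% of 295 genes. Imbalanced regions and low allelic depth may each account for the difference between the cell types, these tests do not separate them, and fewer genes also make a difference harder to detect.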

How the results depend on the processing

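The alternatives were set before the data were examined, except for 2 settings, the deposited calls and the exclusion of genes in imbalanced neighbourhoods, which were chosen after seeing the data.

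In every setting that gave a value, the odds ratio of concordance between clones stayed above 1 with a p-value under 0.05. The odds ratio ran from 4.28 to 20.8 for the Abelson clones and from 4.08 to 97.5 for the fibroblast clones. The true positives had a lower mean log2 FPKM than the false negatives in every setting run for this difference. The difference was not run without genes in imbalanced neighbourhoods. The opposite-direction share stayed under 50% in every setting, from 14.5 to 25% in the Abelson clones and from 10.4 to 16.9% in the fibroblast clones. It was no longer past the threshold in the Abelson clones with the SNP with the most reads only (25% of 12 genes). The exact equivalence tests moved none of the results they were run on beyond its margin, nor did the deposited calls, which were not run for the difference in mean log2 FPKM, the genes of Abl.1 that passed the MaGIC filters and the number of skewed chromosomes. The number of combinations of clone and chromosome outside 0.4 to 0.6 was 11 with at least 20 reads per gene and stayed within 1.5 times of it with at least 40.

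A bias of at least 2/3 raised the merged MAE share of the fibroblasts to 41.8%. A bias of at least 0.8 gave 767 MAE genes in Abl.1, 729 in Fib.1 and 654 in Fib.2, 1200 (30.3%) merged in the Abelson and 1210 (19.4%) in the fibroblast clones. The shares of MaGIC genes with the same call by RNA-Seq became 35.1% (MAE) and 77.8% (BAE) in B cells and 81.2% (BAE) in fibroblasts. A q under 0.01 gave merged MAE shares of 34.3% and 34.9% and a B cell BAE share of 71.7%.

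With at least 40 allelic reads, MAE genes numbered 853 in Abl.1, 237 in Abl.2 and 1040 (27.1%) merged, and the fibroblast MAE share was 34.0%. The B cell shares were 29.0% (MAE) and 75.9% (BAE), and the odds ratio fell to 1.29, no longer past the threshold.

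The SNP with the most reads left 363 MAE and 22 BAE genes in Abl.1, 55 and 0 in Abl.2, 470 and 110 in Fib.1, and 440 and 59 in Fib.2. Merged, there were 406 MAE and 19 BAE genes in the Abelson clones (95.5% MAE) and 811 and 150 in the fibroblast clones (84.4%). The genes of Abl.1 that passed the MaGIC filters fell to 368, the B cell shares became 87.5% (of 8 genes) and 9.46% with the odds ratio reversed to 0.731, which was not past the threshold (two-sided Fisher's exact test, p = 0.577), and the fibroblast BAE share became 12.5%. A BAE call needs at least 36 reads, at a single SNP as for a whole gene.

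With one clone left out, the merged Abelson counts ranged from 585 to 1343 MAE genes and from 482 to 2881 BAE genes, with MAE shares from 31.8 to 54.8%. The merged fibroblast counts ranged from 1510 to 1878 MAE genes and MAE shares from 27.4 to 36.9%. The B cell shares ranged from 40.2 to 64.3% (MAE) and from 49.1 to 75.2% (BAE), the odds ratio from 1.74 to 2.04, and the difference in mean log2 FPKM from -1.06 to -0.17. The fibroblast BAE share ranged from 62.5 to 83.0%.

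Table S2 alone, with 41 assessable genes, gave B cell shares of 33.3% and 50.0% and an odds ratio of 0.5, on the other side of 1 but not past the threshold; the cause was not tested. Over genes with an FPKM above 0, the median FPKM was 6.78 in Abl.1, 1.51 in Abl.2, 4.60 in Fib.1 and 5.34 in Fib.2.

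Without genes in imbalanced neighbourhoods there were 197 MAE genes in Abl.2 and 775 in Fib.2. The merged MAE shares were 29.98% in the Abelson clones and 27.1% (1724 genes) in the fibroblast clones, and the BAE shares of MaGIC genes became 77.0% in B cells and 81.0% in fibroblasts. Except where stated, the cause of a change was not tested.

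Allelic depth limits the calls of Abl.2 more than those of the other clones, since only 1432 of its 10708 genes have at least 40 reads. No paired analysis was possible because the clone numbers are names of separate lines and no test compares the clones of the 2 cell types as replicates. The odds ratio for fibroblasts had no finite value in any setting, and the X-linked MAE shares and the Abl.1 count over all chromosomes were not run, since X-linked genes were not analysed here.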

Differences from the paper's values

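For B cells the odds ratio between MaGIC and RNA-Seq calls was 1.56 here and is 2.5 in the paper. The value here covers only genes in the parts of Table S5 and Table S2 used, with 127 MaGIC MAE and 664 BAE genes assessable. The BAE genes of that part of Table S5 are not a random draw, so the gap cannot be assigned to the processing alone. Of the alternatives set before the data were examined, those that came within 1.5 times the paper's value were a bias of at least 0.8 for MAE (1.90), Abl.1 alone (2.04), Abl.2 alone (1.74) and the Table S5 BAE genes weighted to the whole comparison (1.85). Those that did not were a bias of at least 2/3 (1.53), a q under 0.01 (1.61), at least 40 allelic reads (1.29), exact equivalence tests (1.56), the SNP with the most reads only (0.731), Table S5 alone (1.65) and Table S2 alone (0.5). Leaving out genes in imbalanced neighbourhoods gave 2.19, a setting chosen after seeing the values. Some settings that brought the odds ratio nearer moved the share of MaGIC MAE genes that were MAE by RNA-Seq away from the paper's 56%, from 44.1% to 35.1% with a bias of at least 0.8, 40.2% with Abl.1 alone and 39.6% without imbalanced neighbourhoods. Abl.2 alone gave 64.3% of 14 genes, and the weighting 44.4%. The share of BAE genes, 66.4% against 67% in the paper, became 77.8%, 75.2%, 77.0%, 49.1% and 69.8% in the same order.

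For fibroblasts, the share of MaGIC MAE genes that were MAE by RNA-Seq was 100% here, from 1 gene, and is 65% in the paper. None of the alternatives set before the data were examined closed the gap: each of those with a value gave 100% from the same gene, and the others left no assessable MaGIC MAE gene.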

Other observations

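Of the tests below, the comparison at 40 allelic reads and the test on imprinted genes were chosen after their results were seen, and the others before.

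The odds ratio between MaGIC calls of B cells and RNA-Seq calls was 1.56 (95% interval 1.06 to 2.29), and 2 properties of the allelic data were looked at as sources of error in it. Without genes in imbalanced regions it was 2.19 (two-sided Fisher's exact test against no association, p = 0.000532). MAE calls also need fewer reads than BAE calls, and the assessable MaGIC MAE genes had fewer allelic reads than the BAE genes (medians of 104 and 151). With at least 40 allelic reads the odds ratio was 1.29. Both values lie inside the interval and the differences from 1.56 were not tested, so neither property was shown to change the association. The combination of both was not tested.

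Genes MAE in both clones of a cell type mostly favored the same allele. If the clones had chosen an allele independently, opposite alleles would be as frequent as the same allele. Imbalanced regions did not account for this, since without them opposite alleles were used by only 12.1% of 215 genes in the fibroblast clones. A strain or parent-of-origin effect carried by the gene would give the same direction in another cell type. Of 62 genes outside imbalanced neighbourhoods that were MAE toward the same allele in both fibroblast clones and MAE in an Abelson clone, 58 had the same direction there (93.5%, 95% Wilson interval 84.6 to 97.5%, two-sided exact binomial test against 50%, p = 2.59e-13). Many genes that are MAE in both clones may therefore be biased by genotype or parental origin and not by a random choice. Mapping bias at single genes would act in the same way and was not tested.

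Imprinted genes give a check on the order of the 2 counts per SNP. Of 31 imprinted genes listed with their expressed parental allele from general knowledge, 14 were MAE in at least 1 clone, with 32 calls in all. If the first count belongs to the paternal allele, paternally expressed genes should be MAE toward the first count and maternally expressed genes toward the second. All 32 calls had this direction, 25 from 11 paternally expressed genes and 7 from 3 maternally expressed genes. For example, Peg10 had 260 reads of the first allele and 0 of the second in Fib.1, Igf2r had 2 and 101, and Kcnq1ot1 had 778 and 7 in Abl.2. The data are consistent with the first count being the paternal allele in all 4 clones. Of the 375 genes MAE toward the same allele in both fibroblast clones, 13 were on the list.

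The paper relates the chromatin signature of MAE to cell-type-specific expression in other tissues. In Abl.1, outside imbalanced neighbourhoods, 204 assessable genes were expressed above the median FPKM in both Abelson clones and in neither fibroblast clone, and 3175 were above it in all 4 clones. By RNA-Seq, 107 of the 204 were MAE (52.5%, 95% Wilson interval 45.6 to 59.2%), against 604 of the 3175 (19.02%, 17.7 to 20.4%). Their median allelic reads were 106.5 and 122. Allelic read depth did not account for the difference, since the common odds ratio over strata of allelic reads was 4.38 (Mantel-Haenszel estimate, 95% interval 3.06 to 6.27). Genes are not independent replicates, and Abl.1 is a single library. As a hypothesis, genes expressed in lymphoblasts only may be MAE more often in this clone than genes expressed in both cell types.

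The estimated counts of Fib.1 sum to 62544015, above the 41000000 reads the paper states for this library, while those of Fib.2 sum to 41805809 against the paper's 61000000. If the Fib.1 and Fib.2 files had been exchanged between the 2 kinds of table, genes with more allelic reads in Fib.1 would have a lower FPKM there. Across 8418 genes with at least 20 allelic reads in both clones, the log2 ratios of allelic reads and of FPKM between the clones had a Spearman's rho of 0.831, the opposite of what an exchange would give. Whether the stated read numbers of the 2 libraries were exchanged cannot be settled from these tables. An exchange alone would still leave the estimated counts above the stated reads, with 62544015 against 61000000 in Fib.1 and 41805809 against 41000000 in Fib.2.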
